A study of Homo sapiens with 30 samples. Its data were reported in "DNA methylation insulates genic regions from CTCF loops near nuclear speckles" (2025).

How the data were processed

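Poly(A)-selected RNA-seq libraries were analysed from 30 samples of human cell lines, in 10 groups of 3 replicates that the study describes as separate cultures. Wild-type K562 and HCT116 cells were treated with the DNMT1 inhibitor at 10 µM or with DMSO for 3 days. HT-CTCF cells, an HCT116 line with HaloTag on both copies of CTCF, were treated with the inhibitor or DMSO for 1 day, with or without HaloPROTAC3 given beforehand and throughout. K562 cells with degron-tagged SON and SRRM2 received dTAG-13 (500 nM) for 6 hr, or DMSO as control. Groups and replicate numbers were taken from the sample labels.

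Libraries were made with a kit that adds unique molecular identifiers (UMIs) to poly(A)-selected RNA. As the study's methods and the submitters' processing notes describe, UMIs were extracted and duplicates removed with UMI-tools 1.1.1, adapters were trimmed with cutadapt 2.7 and reads were aligned with STAR 2.6.0 to hg38 with an Ensembl annotation. The authors counted deduplicated reads per gene with HTSeq and per exon bin on a flattened annotation, and deposited them as raw counts, without normalization, for single libraries. Exon bin counts were used for the wild-type and speckle libraries, and those of HT-CTCF libraries were not analysed here. The strand setting of the counting is not given in the sources used here, so values of antisense and overlapping genes are uncertain. Deduplication by UMI removes amplification copies but not uneven capture, and counting intervals and floors given in the text cover counting error only. The authors also deposited tables of their comparisons, with log2 fold changes and adjusted p-values from DESeq2 1.28 in R 4.0.2 for genes and from an exon usage test for bins; these deposited log2 values and p-values were only set beside the results here. The other deposited columns (mean normalised counts, standard errors, test statistics, dispersions and bin identifiers) are the authors' own values, and 18 columns of per-sample values in those tables were not used.

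The count tables hold 60664 genes, of which 60463 (99.7%) matched GENCODE 44 by identifier and 42028 have a symbol. Reads that HTSeq could not place in a single gene made 17.1% to 23.6% of each library's total and were left out of library sizes and tests. The exon tables hold 652720 bins. Positions are 1-based hg38 coordinates. The HT-CTCF libraries were the shallowest, and genes with few counts there have wide intervals.

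Gene counts were tested with edgeR 4.0.16 (quasi-likelihood F test, TMM scaling, filterByExpr) in R 4.3.3, with Benjamini-Hochberg adjustment over the genes tested. Each wild-type and speckle comparison was fitted on its own 6 libraries. The 4 HT-CTCF groups were fitted together, giving the DNMT1i response without and with HaloPROTAC3, the HaloPROTAC3 effect in DMSO and the interaction. The difference of responses between cell lines was tested in a fit of the 12 wild-type libraries. Genes were counted as higher or lower at adjusted p below 0.05 and a log2 fold change beyond 0.5, or 0.25 for speckle depletion, after the thresholds the study used. Single genes and list members are said to rise or fall at adjusted p below 0.05 with no size limit, and the interaction and the difference between lines have none either. Standard errors are the size of the log2 fold change over the square root of F. Where every control library had 0 counts, the fold is a lower bound against 3 counts over the group, and where a group had 1 to 3 counts the ratio is given with its 95% counting interval.

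Named genes followed a rule set before the data were examined, like the lists, the tests and all alternatives unless stated otherwise. In each comparison the rule took, among genes with adjusted p below 0.05, a symbol, a mean log2 CPM of at least 1 and all 3 treated libraries on the same side of all 3 controls, the 8 largest positive and the 8 largest negative log2 fold changes. It added up to 4 members with the smallest p of each list described, and always DNMT1, CTCF, SON, SRRM2 and MEG3. MEG3 was too low to be tested in the speckle and HT-CTCF libraries. For the interaction and the difference between lines the rule took the 8 genes with the smallest p, and for exon bins the smallest-p bin in each of up to 6 genes. Genes named beyond this, because few of a list or count were left or because they went against the rest, were chosen after their values were seen. Some genes that the rule took are not reported here.

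A fixed set of 23 gene lists (764 symbols) was tested: germline and cancer-testis, interferon-stimulated, imprinted, clustered protocadherin, erythroid, megakaryocyte, colon epithelial, fibroblast, DNA methylation, CTCF and cohesin, p53 target, speckle and splicing factor, immediate-early, heat shock, integrated stress response, G2/M, S phase, histone, mitochondrial, cytosolic ribosomal protein, snoRNA host and nuclear noncoding, cholesterol synthesis, and hypoxia and glycolysis genes. Lists were tested with camera in limma 3.58.1 (preset correlation 0.01), adjusted over the lists of a comparison, with camera using an estimated correlation and with fry. Camera asks whether a list ranks apart from other genes, and fry whether its members move, on balance, the same way. Medians are also given with members that had a group at 0 set to their bound.

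Exon bins were tested with diffSpliceDGE in edgeR on the wild-type and speckle libraries, each bin against the other bins of its gene, with limma's diffSplice on voom values as the alternative. Median exonic GC content, gene length, number of exons and number of genes starting within 500000 bp were compared between called and other tested genes by two-sided permutation tests with 100000 resamples, 48 tests in all. Lists of other genes were matched, from the 20 nearest genes of each member, on the length of the canonical transcript in GENCODE 44, exonic GC content and mean log2 CPM or gene length. For gene density after speckle depletion they were matched on GC content alone. Overlaps of called lists were set beside the overlap of independent lists. The HaloPROTAC3 and DNMT1i comparisons in HT-CTCF cells share DMSO controls, so 20 simulations of unchanged groups against those controls gave the values expected with no effect.

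Each test was first run on simulated counts with 200 genes changed by known folds. At 2-fold, 80.6% of genes were recovered for K562 (13478 genes), 91.0% for HCT116 (15437 genes), 89.6% for speckle depletion (13911 genes), 88.1% and 89.6% for DNMT1i without and with HaloPROTAC3, 67.2% for the interaction (12517 genes) and 64.2% for the difference between lines (16191 genes). For exon bins 46% of 2-fold and 89% of 4-fold changes were recovered in K562, 69% and 90% in HCT116, and 56% and 94% after speckle depletion. A part of the called simulated bins lay in genes with no changed bin, 18.1%, 11.9% and 14.8% in the same order, and 1.91%, 9.80% and 1.77% when the simulated spread followed a trend with abundance.

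The alternatives were DESeq2 1.42.0, RLE scaling, no and stricter low count filters (mean CPM of 1), no size limit, the replicate number as a block, an offset for exonic GC content (loess span 0.3), the 2 together, other sets of libraries in the fit, bins with a mean count of at least 50 and leaving out each library in turn. Thinning the HT-CTCF libraries to the lowest depth, and the GC offset for the interaction and for the wild-type list, were added after the data were seen, as were the matched lists for ribosomal protein genes and for the interaction and the lengths of genes called in it. Every comparison of 3 libraries with 3 has 10 splits of the 6 libraries, and the interaction and the difference between lines have 100 pairs of splits, with the side holding DNMT1i replicate 1 taken as treated in each arm, a rule set beforehand. Tables and figures were made with Python 3.11.15, pandas 2.3.3, matplotlib 3.10.9 and data.table version 1.17.8. Chromatin and imaging assays that the study describes were not analysed here.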

Results

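The data were poly(A) RNA-seq counts from 30 libraries of 2 human cell lines, arranged as 10 groups of 3 separate cultures. K562 is a chronic myeloid leukaemia line with erythroid features and HCT116 is a colorectal carcinoma line. Wild-type cells of both lines were treated for 3 days with a selective inhibitor of DNMT1 (DNMT1i, 10 µM), the enzyme that copies DNA methylation onto newly replicated strands, or with DMSO. HCT116 cells carrying a HaloTag on both copies of CTCF (HT-CTCF cells) received DNMT1i or DMSO for 1 day, each with or without HaloPROTAC3, a compound that directs the tagged CTCF protein to proteasomal degradation. K562 cells carrying degron tags on the nuclear speckle proteins SON and SRRM2 were treated for 6 hr with dTAG-13 (500 nM), which depletes both proteins, or with DMSO. Counts assigned to genes ranged from 16606855 to 20924381 per library in wild-type K562 cells, from 17074791 to 21228534 in wild-type HCT116 cells and from 16173008 to 20625817 in the speckle experiment. The HT-CTCF libraries were shallower, from 4243092 for DNMT1i without HaloPROTAC3, replicate 3, to 9407430 for DMSO with HaloPROTAC3, replicate 2. SON, SRRM2 and CTCF were removed as proteins and DNMT1 was inhibited as an enzyme, so the RNA of these genes does not check the labels. No 2 libraries of a group differed by as little as sampling noise, with a chi-square per degree of freedom of at least 1.79 over genes, and each counts as a replicate.

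To ask which genes respond to loss of maintenance methylation in leukaemia cells, wild-type K562 cells treated with DNMT1i were compared with DMSO. Inhibition of DNMT1 mainly raised RNA levels: 785 genes were higher and 197 lower of 13726 tested, with a median log2 fold change of 1.81 among the higher and −0.72 among the lower genes. Genes normally restricted to the germline were switched on. TDRD9 (ENSG00000156414, hg38 chromosome 14, 103928456 to 104052667), a component of the pathway that silences transposons in male germ cells, rose from 0 counts in all DMSO libraries to 7.63 ± 1.05 CPM (SD, n = 3), at least 137-fold higher. DPEP3 (ENSG00000141096, chromosome 16, 67975663 to 67980549), a testis dipeptidase, rose from 0.365 ± 0.232 to 134 ± 9.75 CPM (log2 fold change 8.47 ± 0.22 SE, adjusted p = 2.91e-09). The maternally expressed noncoding RNA MEG3 (ENSG00000214548, chromosome 14, 100779410 to 100861031) rose from 0.378 ± 0.286 to 119 ± 19 CPM (log2 fold change 8.30 ± 0.27 SE, adjusted p = 1.44e-08).

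Of 46 germline and cancer-testis genes tested in K562 cells, 29 rose and 1 fell (adjusted over the list alone, 31 and 1), with a median log2 fold change of 4.81. That median was also 4.81 with the 3 members absent from a group set to their bound. The list ranked above other genes by camera (adjusted p = 6.14e-107) and by the test with an estimated correlation (adjusted p = 0.00255). DAZL, an RNA-binding protein of germ cells, rose by 7.47 ± 0.18 (log2, SE), TDRD12 by 7.33 ± 0.18 and MAGEA10 by 7.86 ± 0.20, while SYCE2, a synaptonemal complex gene, fell (−1.34 ± 0.20). MAGEA10 belongs to a family of close copies, so its counts are less certain. Among 21 imprinted genes, 7 rose and none fell (7 and 0 adjusted over the list alone), including H19 (3.56 ± 0.12; 116 ± 6.08 against 9.89 ± 1.3 CPM), MEG8 (6.28 ± 0.25) and MEST (6.16 ± 0.27). The imprinted list passed camera (adjusted p = 1.36e-17) and the estimated correlation (adjusted p = 0.00833). The other genes with the largest rises were NKAPL (17.4 ± 1.02 CPM; a ratio of 938 to DMSO with a 95% counting interval of 168 to 37102), PRDM8 (628; 112 to 24859), TEX13C (425; 117 to 3516) and TUBA3D (372; 127 to 1806). They included the pseudogene TATDN2P1 (663; 183 to 5480) and the antisense RNA FER1L6-AS2 (457; 81.6 to 18083). TUBA3D, TATDN2P1 and FER1L6-AS2 share sequence or position with other genes and their counts are uncertain.

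Members of the colon epithelial, megakaryocyte and histone lists also rose in K562 cells. The epithelial adhesion gene CDH1 rose from 0.297 ± 0.0519 to 7.29 ± 0.631 CPM (log2 fold change 4.58 ± 0.23 SE), and with VIL1 (3.37 ± 0.47) and EPCAM (0.69 ± 0.08) made 3 of 7 colon epithelial genes that rose, with none falling (3 and 0 adjusted over the list alone). Camera gave adjusted p = 0.000746 for these genes, and adjusted p = 0.220 with an estimated correlation. Of 7 megakaryocyte genes, the platelet collagen receptor GP6 (3.03 ± 0.19), TUBB1 (2.59 ± 0.37) and CD9 (0.45 ± 0.10) rose (3 rose and 1 fell adjusted over the list alone; camera adjusted p = 0.0133; adjusted p = 0.220 with an estimated correlation). Of 36 replication-dependent histone genes, 12 rose and none fell (16 and 1 adjusted over the list alone; camera adjusted p = 0.00149; adjusted p = 0.220 with an estimated correlation), led by H1-2 (582 ± 40.7 against 331 ± 26.4 CPM). Histone genes are near-identical copies and their mRNAs mostly lack poly(A) tails, so these values are uncertain. UBE2C, a ubiquitin-conjugating enzyme of mitotic exit, was almost absent in DMSO (0.262 ± 0.185 CPM) and reached 28.4 ± 1.96 CPM. The stress factor ATF5 rose by 1.94 ± 0.12 and the p53 targets PLK2 and CDKN1A by 2.75 ± 0.36 and 0.85 ± 0.14.

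The genes that fell in K562 cells moved less. SUV39H1 (ENSG00000101945, chromosome X, 48695554 to 48709016), a histone H3 lysine methyltransferase, fell from 29.7 ± 1.5 to 12.4 ± 0.75 CPM (log2 fold change −1.26 ± 0.10 SE, adjusted p = 1.63e-05). ADAM22 (−1.43 ± 0.16), the immune cell receptors CD84 (−1.38 ± 0.18) and CD300A (−1.18 ± 0.17), ADTRP (−1.28 ± 0.14) and the lysosomal protease CTSS (−1.18 ± 0.13) fell as well. HMGCS1 (−0.64 ± 0.11), INSIG1 and FDFT1 were among the 4 of 21 cholesterol synthesis genes that fell, and none rose (5 and 0 adjusted over the list alone; camera adjusted p = 0.00823; adjusted p = 0.278 with an estimated correlation). CTCF itself was slightly lower (−0.35 ± 0.10, adjusted p = 0.0498; 88.4 ± 4.54 against 113 ± 11.7 CPM). It was the only member of 18 CTCF and cohesin genes to pass (0 adjusted over the list alone, 1 at an unadjusted p below 0.05; 1 lower by DESeq2). DNMT1 (−0.11 ± 0.10, adjusted p = 0.58), SON (−0.05, adjusted p = 0.777) and SRRM2 (−0.23, adjusted p = 0.172) did not pass the test.

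The remaining lists moved little in K562 cells. No member of 29 S phase genes passed by edgeR (10 at an unadjusted p below 0.05, 2 lower by DESeq2), although the list lay below other genes by camera (adjusted p = 0.0182; adjusted p = 0.920 with an estimated correlation). SNHG1 and SNHG15 were the 2 of 21 snoRNA host and nuclear noncoding RNAs that fell (camera adjusted p = 0.00834; adjusted p = 0.750 with an estimated correlation). By edgeR 0 of the 77 ribosomal protein, 13 mitochondrial, 19 hypoxia and glycolysis, 4 fibroblast and 48 speckle and splicing factor genes passed (3, 4, 3, 1 and 7 at an unadjusted p below 0.05, in that order). DESeq2 called 3 of the speckle and splicing factors lower and 0 of the others. Elsewhere 4 of 17 interferon-stimulated genes (IFITM3, RSAD2, IRF7 and ISG15), 2 of 27 erythroid genes (HBA2 and HBZ, with TFRC falling) and 3 of 18 heat shock genes (HSPA6, CRYAB and HSPB1) rose. So did 2 of 28 immediate-early genes (FOSB and IER3), 2 of 25 integrated stress response genes (ATF5 and STC2, with SLC7A5 and WARS1 falling), 2 of 25 p53 targets, 1 of 29 G2/M genes (UBE2C, with CCNA2 falling) and 1 of 17 DNA methylation genes (MBD1). None of these lists passed camera. Adjusted over the list alone 3 erythroid genes rose and 2 fell, 4 heat shock genes rose, 2 interferon-stimulated genes fell and the other counts of this paragraph were the same. Calls were made with edgeR's quasi-likelihood test at adjusted p below 0.05 and a log2 fold change beyond 0.5, and DESeq2 called 832 higher and 170 lower. With no low count filter 1184 genes were higher and 304 lower. The count of lower genes depended on single libraries: it was 112, 115 and 119 without DNMT1i replicate 1, 2 or 3 and 392 without DMSO replicate 3.

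**Figure D1:**
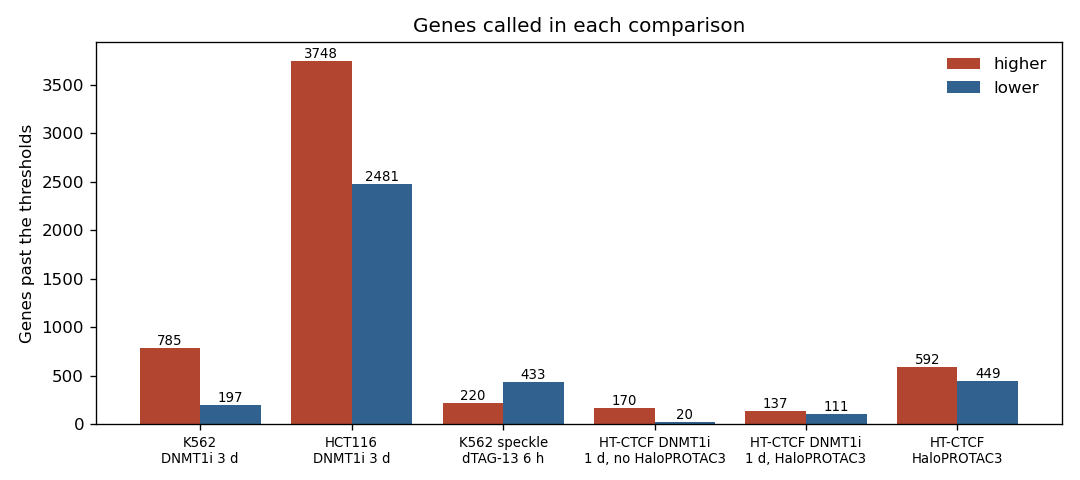
Numbers of genes called higher and lower in 6 comparisons, as bars from 0, with 3 libraries in each group compared. DNMT1i for 3 days raised 785 genes in K562 and 3748 in HCT116 cells, against 197 and 2481 lowered, while depletion of SON and SRRM2 lowered 433 genes and raised 220.

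The same question in colon carcinoma cells gave a far wider response. In wild-type HCT116 cells 3748 genes were higher and 2481 lower of 15885 tested after 3 days of DNMT1i, with median log2 fold changes of 1.49 and −0.75. Changes above 8-fold were nearly all rises, 1339 against 3 falls. The germline programme led again: TKTL1 (ENSG00000007350, chromosome X, 154295795 to 154330350), a transketolase-like enzyme, went from 1.29 ± 0.115 to 1543 ± 19.9 CPM (log2 fold change 10.21 ± 0.12 SE, adjusted p = 3.34e-22; SD and n = 3 for CPM). CTCFL (ENSG00000124092, chromosome 20, 57495966 to 57525652), the testis paralog of CTCF, rose from 0.695 ± 0.0895 to 87.7 ± 4.09 CPM (6.96 ± 0.14). The interferon-stimulated gene IFI27 (ENSG00000165949, chromosome 14, 94104836 to 94116695) rose from 0.523 ± 0.209 to 27.4 ± 2.99 CPM (5.70 ± 0.19, adjusted p = 2.56e-15), and cytosolic ribosomal protein genes fell almost without exception.

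Of 56 germline and cancer-testis genes in HCT116 cells, 55 rose and GTSF1 fell (55 and 1 adjusted over the list alone), with a median log2 fold change of 7.62, or 7.21 with the 9 members absent from a group at their bound. The list passed camera (adjusted p = 5.29e-107) and the estimated correlation (adjusted p = 0.00326). Several genes had no count in any DMSO library: DCAF4L2 (ENSG00000176566, chromosome 8, 87870747 to 87874015; 39.3 ± 0.174 CPM with DNMT1i) was at least 679-fold higher. NID1, a basement membrane protein, was at least 560-fold higher, TDRD1 at least 515-fold, and DDX43 and PASD1 each at least 455-fold. TRIM43, PAGE5 and the germ cell cyclin CCNA1 were at least 376-, 365- and 357-fold higher. Of the clustered protocadherins, cell-surface proteins best known in neurons, 19 of 24 rose and PCDHGA10 fell (19 and 1 adjusted over the list alone), with a median of 4.07, or 3.66 with the 4 absent members at their bound. This list passed camera (adjusted p = 0.000633) but not with its estimated correlation of −0.015 (adjusted p = 0.0879). PCDHGA12 rose by 5.85 ± 0.38 and PCDHGA11 by 3.77 ± 0.32, though members of a cluster share 3′ exons and their counts are uncertain.

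Imprinted and interferon-stimulated genes rose together with these in HCT116 cells. Of 27 imprinted genes 19 rose and GNAS fell (20 and 2 adjusted over the list alone), including MEG3 (8.74 ± 0.18; 69 ± 4.54 against 0.155 ± 0.0358 CPM), H19 (7.01 ± 0.18) and PEG10 (2.23 ± 0.08). The camera test gave adjusted p = 7.41e-09 for this list, and adjusted p = 0.0285 with an estimated correlation. Of 36 interferon-stimulated genes 32 rose and IFITM2 fell (32 and 1 adjusted over the list alone; median 1.83), among them IRF7 (3.21 ± 0.14), IFIT1 (3.06 ± 0.13) and the antiviral GTPase MX1 (4.93 ± 0.22). Camera gave adjusted p = 2.18e-15 for this list, and adjusted p = 0.0787 with an estimated correlation. Of 8 fibroblast genes 7 rose and none fell (7 and 1 adjusted over the list alone; camera adjusted p = 5.06e-06; adjusted p = 0.284 with an estimated correlation). The collagen gene COL6A3 went from 1.68 ± 0.455 to 153 ± 10.8 CPM and the mesenchymal factor TWIST1 rose by 2.76 ± 0.20. HMGCS1 (135 ± 11.9 against 53 ± 0.897 CPM), INSIG1 (1.49) and SQLE (0.93) were among 12 of 21 cholesterol synthesis genes that rose, with 2 falling (12 and 2 adjusted over the list alone). This list passed camera (adjusted p = 0.0354) but not the estimated correlation (0.542).

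Ribosomal protein, G2/M, S phase, integrated stress response, snoRNA host and mitochondrial lists ranked below other genes by camera in HCT116 cells, and none of these calls held with an estimated correlation. Of 77 cytosolic ribosomal protein genes 76 fell and none rose (76 and 0 adjusted over the list alone), with a median log2 fold change of −0.56. RPS2 fell from 1828 ± 118 to 968 ± 77.6 CPM (−0.92 ± 0.08) and RPLP0 fell by 0.82 ± 0.08 on the log2 scale (camera adjusted p = 4.51e-16; adjusted p = 0.284 with an estimated correlation). Pseudogene copies make single genes of this list uncertain. Of 29 G2/M genes 28 fell (29 adjusted over the list alone) and none rose, including the mitotic kinases PLK1 (53.3 ± 1.38 against 118 ± 9.61 CPM) and AURKB (−1.10 ± 0.09). Of 29 S phase genes 25 fell (25 adjusted over the list alone), such as the replication licensing factor CDT1 (−1.50 ± 0.10), while CCNE1 and SLBP rose. These lists passed camera (adjusted p = 2.00e-09 and 4.30e-06) but not the estimated correlation (0.349 and 0.389). Of 25 integrated stress response genes 20 fell and 2 rose (21 and 2 adjusted over the list alone; camera adjusted p = 0.000362; adjusted p = 0.550 with an estimated correlation). DDIT4 fell by 1.97 ± 0.15 and the alanyl-tRNA synthetase AARS1 fell by 1.02 ± 0.08 on the log2 scale, while ATF5 and VLDLR rose. GAS5 (−1.04 ± 0.08) and SNHG8 (−1.36) were among 13 of 21 snoRNA host and nuclear noncoding RNAs that fell, with 6 rising (14 and 6 adjusted over the list alone; camera adjusted p = 0.00245; adjusted p = 0.133 with an estimated correlation). Of 13 mitochondrially encoded mRNAs 10 fell, and MT-CO1 fell by 0.78 ± 0.12 on the log2 scale (11 adjusted over the list alone; camera adjusted p = 0.00375; adjusted p = 0.565 with an estimated correlation).

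Genes that fell in HCT116 cells included TNFSF18 (ENSG00000120337), a TNF family ligand, from 7 ± 0.387 to 0.59 ± 0.0766 CPM (−3.55 ± 0.21, adjusted p = 1.27e-11) and RAB26 (−3.20 ± 0.31). They also included the adhesion receptor ADGRF1 (13 ± 1.64 against 90.3 ± 8.72 CPM), the secretory granule protein SCG2 (−2.37 ± 0.10), GNG4 (−2.32), ZBED3 (−2.22), PLCH1 (−2.20) and the complement receptor CR2 (−2.14). Of 27 histone genes 13 rose and 9 fell, and of 16 heat shock genes 10 rose and 2 fell, with the same counts adjusted over the list alone. Both lists passed camera (adjusted p = 0.0192 and 0.0333) but not the estimated correlation (0.542 and 0.489). No shift passed camera for the colon epithelial genes (7 of 13 rose and 4 fell, KRT20 by 3.99 ± 0.17 and the transcription factor ELF3 by −1.58 ± 0.10), immediate-early genes (10 of 33 rose, 17 fell), hypoxia and glycolysis genes (6 of 21 rose, 7 fell) or p53 targets (12 of 28 rose, 8 fell). The same held for erythroid genes (7 of 15 rose, 3 fell), megakaryocyte genes (4 of 6 rose), DNA methylation genes (8 of 17 rose, 1 fell), speckle and splicing factors (12 of 47 rose, 9 fell) and CTCF and cohesin genes (6 of 18 rose, 5 fell). Adjusted over the list alone these counts were the same except for 8 erythroid genes and 11 speckle and splicing factors that rose. CTCF was lower (−0.52 ± 0.07, adjusted p = 4.74e-06; 80.2 ± 3.28 against 115 ± 5.3 CPM), as was SRRM2 (−0.41, adjusted p = 0.000188). DNMT1 (0.00, adjusted p = 0.958) and SON (0.09, adjusted p = 0.286) did not pass. DESeq2 called 4529 higher and 2078 lower genes in HCT116 cells. In the authors' deposited tables, the same thresholds gave 4540 higher and 2082 lower genes for HCT116 and 834 and 173 for K562.

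**Figure D2:**
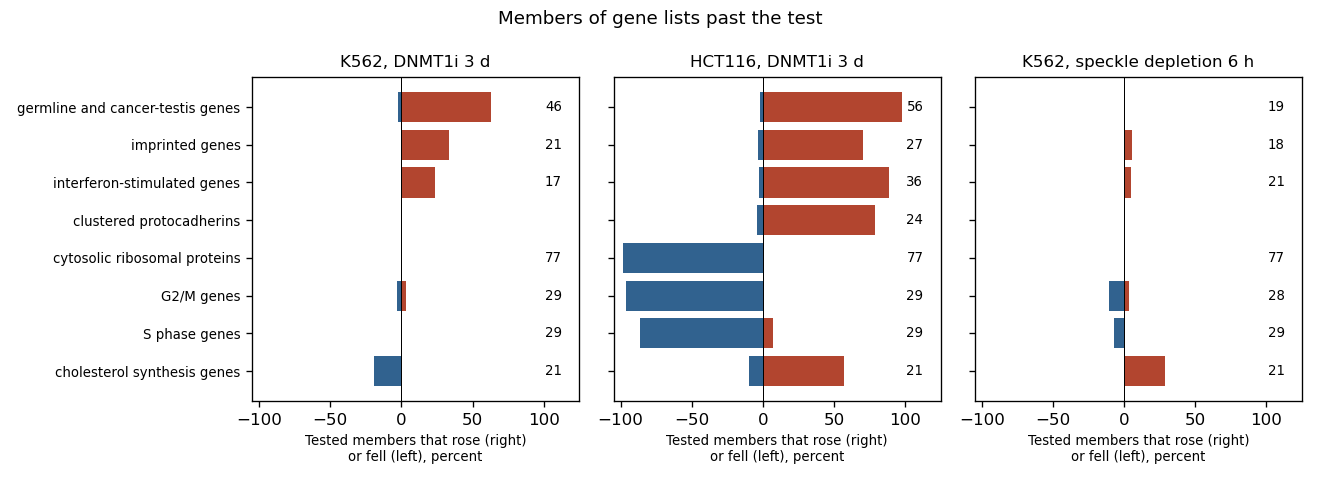
Share of the tested members of each gene list that rose (right) or fell (left), in percent, after DNMT1i for 3 days in K562 and HCT116 cells and after 6 hr of dTAG-13, with the number of members tested at the right edge of each panel. Clustered protocadherins have no bar in K562 cells or the speckle experiment because fewer than 2 members were tested there; in HCT116 cells 55 of 56 germline genes rose and 76 of 77 ribosomal protein genes fell.

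To see which responses differed between the lines, the DNMT1i responses of K562 and HCT116 cells were tested against each other. The responses shared genes: 396 were higher in both lines, where independent lists of 664 and 2188 among 12480 genes would share 116, and 60 were lower in both, against 23.9 for independent lists. The log2 fold changes had a Pearson correlation of 0.499 across these genes, which are not independent replicates. The difference of the responses passed for 5134 of 17237 genes, 2435 with a more positive response in K562 and 2699 in HCT116 cells. That balance moved with the scaling: 47.4% of calls were more positive in K562 here, 39.9% with RLE factors, where the median of all genes was −0.07, and 37.5% with DESeq2 (1966 against 3275 genes). MEG3, raised in both lines, had a difference of −0.43 ± 0.62 (SE, adjusted p = 0.661). The cytoskeletal gene VIM responded less in K562 (difference −6.24 ± 0.12, adjusted p = 2.43e-17), as did CTCFL (−7.12 ± 0.15), LINC00958 (−6.93 ± 0.17), AFAP1-AS1 (−7.41 ± 0.23), MAGEB1 (−7.15 ± 0.20) and MAGEA1 (−9.72 ± 0.31). By contrast, UBE2C (6.96 ± 0.23), MEST (5.72 ± 0.27) and CDH1 (5.22 ± 0.22) responded more in K562.

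By list, 28 of 58 germline genes responded less in K562 and 2 more (adjusted over the list alone, 31 and 2), with a median difference of −4.03, or −3.75 with the 15 members absent from a group at their bound (camera adjusted p = 1.32e-16; adjusted p = 0.00148 with an estimated correlation). Ribosomal protein genes (69 of 77 with a more positive response in K562; camera adjusted p = 3.06e-18), G2/M genes (21 of 29; 9.94e-12), S phase genes (14 of 29, 2 more negative; 0.000292), integrated stress response genes (14 of 25, 1 more negative; 4.45e-05) and immediate-early genes (13 of 33, 3 more negative; 0.013) had more positive responses in K562. These calls ended with an estimated correlation (adjusted p = 0.230, 0.156, 0.415, 0.355 and 0.355, in that order). Interferon-stimulated genes (18 of 38 lower, 1 higher; camera adjusted p = 4.45e-05), cholesterol synthesis genes (10 of 21 lower, 1 higher; 3.45e-06) and fibroblast genes (4 of 9 lower; 0.00835) responded less in K562, and these calls also ended with an estimated correlation (adjusted p = 0.0849, 0.111 and 0.324). Of 14 colon epithelial genes 2 responded more and 1 less in K562 (camera adjusted p = 0.0447; adjusted p = 0.324 with an estimated correlation). Adjusted over the list alone, responses were more positive in K562 for 71 ribosomal protein, 24 G2/M, 16 S phase (2 more negative), 15 integrated stress response (1) and 13 immediate-early genes (3). They were more negative for 19 interferon-stimulated (1 more positive), 10 cholesterol synthesis (1) and 5 fibroblast genes, with the colon epithelial counts as given.

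To look for processing changes, exon bins (non-overlapping pieces of annotated exons) were tested for a change in their share of the gene's counts. In K562 cells 92 of 186972 bins changed use after DNMT1i, 63 upward and 29 downward, in 46 genes. In HCT116 cells 1736 of 201926 bins changed, 1222 upward and 514 downward, in 1047 genes. Bin 1 of FDFT1, squalene synthase (chromosome 8, 11795573 to 11796011), rose from 0.0365% ± 0.00715 to 0.806% ± 0.0361 of the gene's counts in K562 cells (SD, n = 3; adjusted p = 2.04e-47). In HCT116 cells it rose from 0.0274% ± 0.0108 to 3.02% ± 0.235 (adjusted p = 1.39e-46). There, bin 6 of the protocadherin gene PCDH7 (chromosome 4, 30723480 to 30724440) went from 0.363% ± 0.0997 to 18.3% ± 1.11. Bin 1 of the receptor phosphatase gene PTPRS (chromosome 19, 5158495 to 5159104) went from 0.0726% to 5.00% ± 0.748, and bin 3 of RUSC1 (chromosome 1, 155321688 to 155323011) from 0 to 5.11% ± 0.793. In K562 cells the use of bin 1 of the fatty acid desaturase gene FADS2 (chromosome 11, 61816256 to 61816402) fell from 3.41% ± 0.686 to 0.401% ± 0.0784, and bin 40 of SLC7A8 (chromosome 14, 23183463 to 23183641) rose from 0 to 1.83% ± 0.131. The bins were tested with diffSpliceDGE, and limma's diffSplice on voom values called 120 and 2350 bins, 82 and 1572 of them shared. In the authors' deposited tables, counts of bins with an adjusted p below 0.05 were 287 in K562 (175 upward, 112 downward) and 2664 in HCT116 (1439 and 1225), of which 81 and 1004 were called here. In simulated data 18.1% (K562) and 11.9% (HCT116) of called bins lay in genes without a changed bin, so single bins are less certain than the gene results. The HCT116 count was 752, 3084 and 816 without DNMT1i replicate 1, 2 or 3 and 923 and 863 without DMSO replicate 1 or 3, and the K562 count was 155 without DMSO replicate 3.

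The 1 day experiment asked whether gene activation by DNMT1i needs CTCF, and its first comparison gives the DNMT1i response with CTCF present. In HT-CTCF cells without HaloPROTAC3, 170 genes were higher and 20 lower of 12690 tested. TKTL1 was again induced, from 0 counts to 20.1 ± 1.83 CPM (SD, n = 3), at least 103-fold, and CTCFL reached 3.63 ± 0.884 CPM, at least 18.4-fold. The long noncoding RNA LINC00958 (ENSG00000251381) rose at least 19.9-fold, and SPARC, an extracellular matrix glycoprotein, rose from 0.706 ± 0.0885 to 9.37 ± 2.5 CPM (log2 fold change 3.68 ± 0.33 SE, adjusted p = 7.41e-09). The pluripotency marker ZFP42 (ratio 97.3, 95% counting interval 17.1 to 3878), the endoderm factor FOXA2 (54.1; 9.35 to 2174), TEX13C (42.7; 11.5 to 358) and PROSER2-AS1 (32.1; 8.57 to 270) rose from near 0, and MAGEB1 rose at least 14.7-fold. Of 12 germline genes 8 rose and none fell (9 and 1 adjusted over the list alone; median 6.49, or 3.67 with the 6 absent members at their bound). The germline list passed camera (adjusted p = 4.09e-31) and the estimated correlation (adjusted p = 3.53e-05).

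H19 (2.67 ± 0.35), PEG10 (1.17 ± 0.11; 61.9 ± 1.89 against 27.6 ± 2.42 CPM) and FAM50B were the 3 of 22 imprinted genes that rose at 1 day without HaloPROTAC3, a list that did not pass camera (3 adjusted over the list alone; adjusted p = 0.25). Of 32 immediate-early genes 5 rose, DUSP6 (0.53 ± 0.07), EGR1, JUN, JUND and KLF2, while MYC fell (9 and 1 adjusted over the list alone; camera adjusted p = 6.77e-05; adjusted p = 0.25 with an estimated correlation). The p53 targets GDF15 (0.60) and RRM2B (0.34) rose (6 adjusted over the list alone; camera adjusted p = 0.0121; adjusted p = 0.25 with an estimated correlation). Camera also passed for 4 lists with at most 1 member called, ribosomal protein, mitochondrial, histone and fibroblast genes (adjusted p = 0.00315, 0.0104, 0.0104 and 0.012; adjusted p = 0.742, 0.649, 0.176 and 0.176 with an estimated correlation). Of these, 0 ribosomal protein and 0 mitochondrial genes passed by edgeR or DESeq2 (7 and 2 at an unadjusted p below 0.05 by edgeR). In the others, 1 histone gene fell (2 adjusted over the list alone) and 1 fibroblast gene rose (2 adjusted over the list alone). Among the few genes that fell were TNFSF18 (8.64 ± 1.86 against 16.8 ± 1.18 CPM, adjusted p = 0.00101), the RNA sensor TLR3 (−1.19 ± 0.32), FAM86B1 (−1.24 ± 0.31) and CSPG5 (−1.15). CTCF (−0.03, adjusted p = 0.893) and DNMT1 (0.07, adjusted p = 0.687) did not pass. Of the 170 higher genes, 115 were also higher in wild-type HCT116 cells at 3 days, against 25.1 for independent lists. DESeq2 called 132 higher and 8 lower, and the lower count was 11, 8 and 12 without DNMT1i replicate 1, 2 or 3 and 11 without DMSO replicate 2.

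With HaloPROTAC3 present, DNMT1i raised 137 genes and lowered 111. The induced genes included many of the same ones: 68 were higher in both arms, against 1.84 for independent lists. LINC00958 rose at least 36.4-fold, TKTL1 by a ratio of 216 (95% counting interval 59.2 to 1792) and SPARC by 3.79 ± 0.30 (log2, SE; adjusted p = 3.07e-10). They rose alongside VIM (20.8 ± 3.93 against 3.37 ± 0.394 CPM), BCAS1 (2.99 ± 0.37), DLC1 (2.38 ± 0.42), ZFP42 (154; 27.0 to 6138), AFAP1-AS1 (50.8; 13.5 to 428), CTCFL (59.8; 10.1 to 2419) and MAGEC1, at least 28.4-fold. CTCFL, MAEL, MAGEA4, MAGEC1, TKTL1 and ZFP42 were the 6 of 12 germline genes that rose, with none falling (8 and 0 adjusted over the list alone; 1 by DESeq2, which gave 5 of the 6 no adjusted p). Their median was 3.66, or 3.43 with the 2 absent members at their bound (camera adjusted p = 5.26e-27; adjusted p = 0.000181 with an estimated correlation). Small ribosomal subunit genes such as RPS13 (461 ± 27.4 against 349 ± 12 CPM) and RPS29 (0.45) were among 15 of 77 ribosomal protein genes that rose, with none falling (33 and 0 adjusted over the list alone). They passed camera (adjusted p = 3.19e-15) but not the estimated correlation (0.305).

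Genes lowered by DNMT1i in the presence of HaloPROTAC3 included the H3K4 methyltransferase KMT2D (−0.99 ± 0.16, adjusted p = 0.000211; 79.2 ± 8.3 against 157 ± 41.3 CPM) and the telomerase gene TERT (3.91 ± 0.813 against 7.81 ± 0.371 CPM). Also lower were the pacemaker channel HCN4 (−1.50 ± 0.34), RHBDL3 (−1.19), SPTB (−1.09 ± 0.25) and the proliferation marker MKI67 (−0.58 ± 0.09). The lower genes were long, with a median of 102350 bp against 30718 bp for other tested genes (permutation p = 1e-05, the smallest the test can give; adjusted p = 3.43e-05 over 48 tests). TET1 and TET3, which oxidise 5-methylcytosine, were the 2 of 17 DNA methylation genes that fell (5 adjusted over the list alone; camera adjusted p = 0.0257; adjusted p = 0.202 with an estimated correlation). Of 13 mitochondrial mRNAs 2 rose and MT-ND6 fell (−0.92 ± 0.16; 10 and 1 adjusted over the list alone; camera adjusted p = 0.00106; adjusted p = 0.472 with an estimated correlation). Camera passed as well for hypoxia and glycolysis (4 of 20 rose, 1 fell; adjusted p = 0.0361), imprinted (4 of 22 rose, 1 fell; 0.0257), p53 target (4 of 27 rose; 0.0257), S phase (1 of 29 fell; 0.0299) and fibroblast genes (1 of 3 rose; 0.0257). None of these held with an estimated correlation (adjusted p = 0.305, 0.278, 0.279, 0.279 and 0.210). Adjusted over the list alone 5 hypoxia, 6 imprinted, 7 p53 target and 2 fibroblast genes rose, and 2 hypoxia, 2 imprinted, 1 p53 target and 1 S phase gene fell. SRRM2 fell (−0.37, adjusted p = 0.00301), and CTCF (−0.09, adjusted p = 0.507), DNMT1 (−0.22, adjusted p = 0.0567) and SON (−0.17, adjusted p = 0.157) did not pass. DESeq2 called 64 higher and 69 lower genes, 64 and 67 of them shared. It gave no adjusted p to 60 of the 137 higher and 21 of the 111 lower genes. The lower count was 61 without DMSO replicate 3 of the HaloPROTAC3 arm.

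Degradation of CTCF alone, HaloPROTAC3 against none in DMSO, raised 592 genes and lowered 449. The tyrosine kinase gene FES (ENSG00000182511, chromosome 15, 90883695 to 90895776) fell from 5.7 ± 0.834 to 0.123 ± 0.111 CPM (SD, n = 3), 3 counts against 88, a ratio of 0.0215 with a 95% counting interval of 0.00435 to 0.065 (adjusted p = 1.68e-09). The transmembrane channel-like gene TMC7 (−4.10 ± 0.34), the Wnt antagonist NKD2 (−3.90 ± 0.33), the ciliary gene CC2D2A (−3.85 ± 0.26), SMCO4 (−3.71), DENND4B (5.37 ± 1.31 against 40.5 ± 5.18 CPM), MBNL3 (−2.84) and BOLA3 (−2.76 ± 0.16) fell too. The synaptonemal complex gene SYCE3 (ENSG00000217442) rose from 0.264 ± 0.136 to 8.32 ± 0.645 CPM (4.91 ± 0.40 SE, adjusted p = 9.88e-11). Other rises were CCDC80 (4.66 ± 0.42), CLUL1 (3.60 ± 0.53), the basement membrane collagen COL4A3 (3.04 ± 0.25) and PXN-AS1 (36.4 ± 2.35 against 4.11 ± 0.74 CPM), which is antisense to another gene and uncertain. CTCF mRNA was higher while its protein was targeted (0.73 ± 0.07, adjusted p = 1.77e-09; 215 ± 1.03 against 130 ± 3.37 CPM; ENSG00000102974, chromosome 16, 67562467 to 67639177), and the cohesin subunit STAG1 rose by 1.14 ± 0.08 (adjusted p = 9.22e-12). They were the 2 of 18 CTCF and cohesin genes that rose, and the cohesion factors CDCA5 and ESCO2 fell (2 and 2 adjusted over the list alone; camera adjusted p = 0.255).

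Of 21 cholesterol synthesis genes 10 rose with HaloPROTAC3 and none fell (12 and 0 adjusted over the list alone; camera adjusted p = 0.000353; adjusted p = 0.126 with an estimated correlation), among them SC5D (0.68 ± 0.09) and SQLE (0.61). The folate and amino acid genes MTHFD2 (257 against 454 CPM), SLC7A5, PSAT1 and SLC3A2 were among 8 of 24 integrated stress response genes that fell, with 1 rising (8 and 1 adjusted over the list alone). That list had a camera adjusted p = 0.000413, and adjusted p = 0.139 with an estimated correlation. Of 29 S phase genes 5 fell and none rose (8 and 0 adjusted over the list alone; camera adjusted p = 0.0101; adjusted p = 0.201 with an estimated correlation). TET1, TET2, TET3, ZBTB33, ZBTB38 and ZBTB4 were the 6 of 17 DNA methylation genes that rose (6 adjusted over the list alone; camera adjusted p = 0.0833), and DNMT1 did not pass (0.09, adjusted p = 0.392). DESeq2 called 488 higher and 339 lower genes. This comparison and the DNMT1i comparison without HaloPROTAC3 share the same 3 control libraries: 35 genes were higher in both, where independent lists would share 7.93. Unchanged groups simulated against those controls had on average 0.05 and 0.1 genes called, so their overlap of 0 was fixed in advance and is no benchmark. The same sign held for 59.5% of genes (simulated 67.8%). The Pearson correlation across genes was 0.205 (simulated 0.542) with a covariance of 0.0323 (simulated 0.0186, highest 0.0198). Since 3 controls cannot be split into sets of at least 2, part of the excess of shared genes over independent lists may come from the shared controls.

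**Figure D3:**
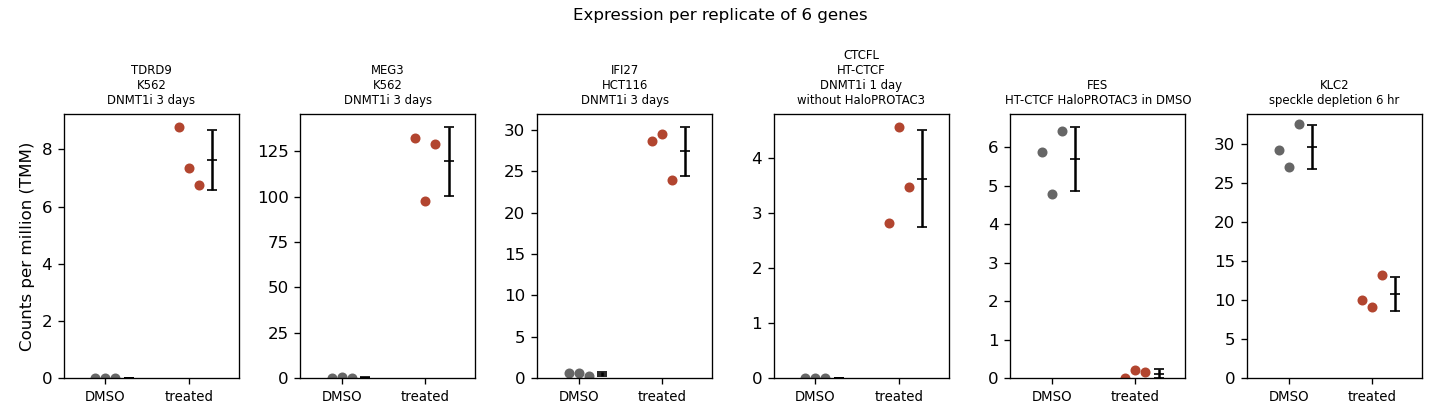
CPM of 6 example genes in each replicate (points), with a dash for the mean and error bars for the SD of 3 libraries: TDRD9 and MEG3 in K562 and IFI27 in HCT116 cells after 3 days of DNMT1i, CTCFL after 1 day of DNMT1i in HT-CTCF cells without HaloPROTAC3, FES in DMSO without and with HaloPROTAC3 (shown as DMSO and treated), and KLC2 after 6 hr of dTAG-13. All 3 treated libraries lie above the controls for the first 4 genes and below them for FES and KLC2.

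Whether the DNMT1i response changes when CTCF is degraded was tested directly as the interaction of both treatments. It passed for 34 genes, 7 with a more positive and 27 with a more negative response in the presence of HaloPROTAC3. MKI67 (−0.77 ± 0.12 SE, adjusted p = 0.00957), the centrosome gene PCNT (−0.75 ± 0.13, adjusted p = 0.0154), SOGA1 (−0.76 ± 0.14), EHBP1L1 (−1.01 ± 0.19, adjusted p = 0.0189) and MT-ND6 (−1.21 ± 0.23, adjusted p = 0.0157) had more negative responses. RPS13 (0.58 ± 0.11), RPS21 (0.63 ± 0.12) and RPS29 (0.73 ± 0.14) had more positive ones. RPS13, RPS21, RPS29, RPS26 and RPL27 were the 5 of 77 ribosomal protein genes that passed (29 adjusted over the list alone; camera adjusted p = 1.58e-22; adjusted p = 0.420 with an estimated correlation). The calls differed in size: the canonical transcripts of the 27 more negative genes had a median of 10434 bp, against 3209 bp for genes not called (permutation p = 1e-05, the smallest the test can give; adjusted p = 2e-05 over 2 tests), and those of the 7 more positive genes 527 bp. By gene length the medians were 61582, 30934 and 4687 bp (adjusted p = 0.0154 for the first). The ribosomal protein list had a median interaction of 0.24, and lists of other genes matched on transcript length, GC content and abundance 0.11 (0.03 to 0.16), although their transcripts were longer (median 1140 bp against 869 bp). Of 12 germline genes 0 passed by edgeR (3 at an unadjusted p below 0.05) and 0 by DESeq2, which gave 10 of them no adjusted p, and their median of −0.66 changed sign, to 0.18, with absent members at their bound. CTCF (−0.06, adjusted p = 0.845) and DNMT1 (−0.29, adjusted p = 0.178) did not pass.

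Of the 170 genes raised by DNMT1i without HaloPROTAC3, 158 moved the same way with it and 82 rose, with a median log2 fold change of 0.86 without and 0.50 with HaloPROTAC3. Adjusted over this list alone the interaction was lower for 38 genes and higher for 1, but the list was chosen on these libraries and is not independent evidence. The genes raised in wild-type HCT116 cells at 3 days, chosen on other libraries, gave 1861 tested genes with median log2 fold changes of 0.11 without and 0.08 with HaloPROTAC3. Their median interaction was −0.04, with camera p = 0.0896, p = 0.0143 with an estimated correlation and fry p = 0.00512. The count of 34 interaction genes was 161 with a GC content offset and 165 with no low count filter. DESeq2 called 141 interaction genes, 60 more positive and 81 more negative, and 21 of the 34 were shared, 5 and 16 by direction. Of the other 13, DESeq2 gave 10 no adjusted p, and 3 (KMT2D, PLEC and HUWE1) did not pass. The count depended strongly on single libraries. Without DNMT1i replicate 2 it was 20 in the HaloPROTAC3 arm and 0 in the other, and without DNMT1i replicate 1 of the arm lacking HaloPROTAC3 it was 1. It was 97 and 0 without DMSO replicate 1 or 3 of the HaloPROTAC3 arm, and 12, 0 and 238 without DMSO replicate 1, 2 or 3 of the other arm. In the edgeR fits with 0 calls, 1335 (without HaloPROTAC3 DMSO replicate 3), 1478 (without DNMT1i replicate 2 lacking HaloPROTAC3) and 1698 genes (without DMSO replicate 2 lacking HaloPROTAC3) had an unadjusted p below 0.05, against 1788 with all libraries.

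The speckle experiment asked whether acute loss of SON and SRRM2 alters RNA abundance. After 6 hr of dTAG-13, 433 genes were lower and 220 higher of 14104 tested, with median log2 fold changes of −0.56 and 0.56 at the smaller size limit of 0.25 set for this comparison. KLC2 (ENSG00000174996, chromosome 11, 66257294 to 66267860), a kinesin light chain, fell from 29.6 ± 2.79 to 10.8 ± 2.19 CPM (SD, n = 3; log2 fold change −1.46 ± 0.14 SE, adjusted p = 0.000745). SREBF1 (ENSG00000072310, chromosome 17, 17810399 to 17837002), a transcription factor of lipid synthesis, fell from 62.9 ± 5.13 to 25.4 ± 3.1 CPM (−1.31 ± 0.10, adjusted p = 0.000321). RTL10 (45.5 ± 1.11 against 121 ± 2 CPM), STARD8 (−1.37 ± 0.09), ANKRD52 (−1.26), the Wnt transducer DVL2 (−1.20), SHROOM1 (−1.18) and DGKQ (−1.18) fell as well. The rises included BCAN-AS1 (ENSG00000272068, chromosome 1, 156637783 to 156641004, 24.3 ± 0.847 against 8.4 ± 0.812 CPM, adjusted p = 9.62e-05), SLC25A25-AS1 (1.19) and SDCBP2-AS1 (1.01). These antisense RNAs have uncertain counts. ATP6V1FNB (1.44 ± 0.19), PPP1R37 (1.23 ± 0.21), ZNF251 (14.8 ± 0.787 against 6.87 ± 0.528 CPM), HYAL3 (1.04) and U2AF1L4 (0.97 ± 0.16) rose too. Of the higher genes 75 were long noncoding RNAs, against 6 of the lower genes.

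Genes lowered by speckle depletion had GC-rich exons and lay in gene-dense parts of the genome. Their median exonic GC content was 57.1% against 46.9% for other tested genes, they had a median of 15 exons against 9, and 52 genes started within 500000 bp of them against 31 (permutation p = 1e-05 for each, the smallest the test can give; adjusted p = 3.43e-05 over 48 tests). These tests are across genes, which are not independent replicates. Of 48 speckle and splicing factor genes 11 fell and SRRM2 rose (19 and 3 adjusted over the list alone; camera adjusted p = 1.46e-05; adjusted p = 0.309 with an estimated correlation). The SR protein kinase CLK2 (13.5 ± 0.364 against 24 ± 2.09 CPM), NKTR (−0.58 ± 0.07), SREK1 (−0.43) and RBM25 (−0.43) were among those that fell. SRRM2 RNA was higher (0.41 ± 0.07, adjusted p = 0.00864), while SON (0.15, adjusted p = 0.159) and CTCF (0.01, adjusted p = 0.923) did not pass, and DNMT1 was lower (−0.34, adjusted p = 0.0269). HMGCS1 (1020 ± 66.4 against 659 ± 29.7 CPM, adjusted p = 0.000889), FDFT1 (0.34 ± 0.05) and ACAT2 (0.32) were among 6 of 21 cholesterol synthesis genes that rose with none falling (12 and 0 adjusted over the list alone). This list passed camera (adjusted p = 1.31e-10) and the estimated correlation (adjusted p = 0.0364).

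Other lists passed camera but not the estimated correlation after speckle depletion. Of 13 mitochondrial mRNAs 4 rose (13 adjusted over the list alone; camera adjusted p = 7.35e-09; adjusted p = 0.564 with an estimated correlation). With p-values in the same order, of 28 immediate-early genes EGR1 (0.47 ± 0.08), IER2 and KLF6 rose (3 adjusted over the list alone; 0.000189; 0.635), and of 40 histone genes 4 rose (6; 1.46e-05; 0.309). Of 28 G2/M genes AURKB, KIF20A and KIF2C fell while MKI67 rose (5 and 1 adjusted over the list alone; camera adjusted p = 0.0222; adjusted p = 0.635 with an estimated correlation). The other lists had camera adjusted p of 0.294 or more, and 0 of the 77 ribosomal protein, 19 germline and 18 heat shock genes passed by edgeR or DESeq2 (0, 0 and 2 at an unadjusted p below 0.05 by edgeR; 1 germline gene had no adjusted p by DESeq2). Of single genes, E2F1 (−1.01 ± 0.15), CDT1 (−0.48), the erythroid factor GATA1 (−0.38 ± 0.08) and EPOR (−0.55 ± 0.11) fell and the nuclear RNA MALAT1 rose (937 ± 44 against 746 ± 10.2 CPM). DESeq2 called 182 higher and 538 lower, with no adjusted p for 14 of the 220 higher genes. With a GC content offset 593 genes were higher and 907 lower, and with no low count filter 509 were higher. Counts depended on single libraries: the higher count was 96 and 47 without dTAG-13 replicate 1 or 2 and 46 and 123 without DMSO replicate 1 or 2. The lower count was 214, 132 and 757 without dTAG-13 replicate 1, 2 or 3 and 153 without DMSO replicate 1.

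Exon use changed for 241 of 184300 bins after speckle depletion, 175 upward and 66 downward, in 158 genes. Bin 60 of PRRC2A (chromosome 6, 31637325 to 31637445) rose from 0.188% ± 0.0542 to 1.01% ± 0.139 of the gene's counts (SD, n = 3; adjusted p = 4.77e-23). The use of bin 8 of the transcription factor gene TBX1 (chromosome 22, 19763343 to 19763702) rose from 0.921% to 7.77%, that of bin 10 of IFRD2 from 0.289% to 2.68% and that of bin 74 of POLG, the mitochondrial DNA polymerase, from 0.409% to 2.89%. Bin 16 of the cell cycle gene CDCA3 fell from 6.83% to 1.83%. Limma's diffSplice called 251 bins, 193 of them shared with diffSpliceDGE. The authors' deposited table held 651 bins with an adjusted p below 0.05, 416 upward and 235 downward, of which 204 were called here. In simulated data 14.8% of called bins lay in genes without a changed bin, and the count was 141 without dTAG-13 replicate 2 and 90, 152 and 389 without DMSO replicate 1, 2 or 3. A grouping that does not follow the treatment, dTAG-13 replicate 1 with DMSO replicates 1 and 2 against the rest, called 686 bins. Set beside DNMT1i treatment of K562 cells, speckle depletion shared 5 higher and 6 lower genes, against 6.17 and 6.22 for independent lists. In opposite directions, 13 genes were higher with speckle depletion and lower with DNMT1i, against 2.77, and 4 were lower and higher, against 13.9. The log2 fold changes had a Pearson correlation of 0.0172 across genes, which are not independent replicates.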

Values the study reported

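In HaloTag-CTCF cells the study reported 488 genes upregulated and 338 downregulated by HaloPROTAC3, and 135 upregulated and 8 downregulated by 24 hr of DNMT1i, at an adjusted p below 0.05 and an absolute log2 fold change above 0.5. After speckle degradation for 6 hr it reported 541 genes downregulated and 184 upregulated at an adjusted p below 0.05 and an absolute log2 fold change above 0.25.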

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

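Of the tests in this part, the matched lists for ribosomal protein genes and for the interaction, the GC content offset of the interaction and the thinning of libraries were chosen after the result was seen.

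The DNMT1i response differed between arms with and without HaloPROTAC3 for 34 genes by the interaction test: MKI67 (−0.77), PCNT (−0.75), SOGA1 (−0.76), MT-ND6 (−1.21) and EHBP1L1 (−1.01) responded more negatively with HaloPROTAC3, and RPS13 (0.58), RPS21 (0.63) and RPS29 (0.73) more positively (log2). Of 100 pairs of splits 4 gave at least as many genes, the real one included, and each kept an arm as in the real design. With the HaloPROTAC3 arm real the highest other gave 174 (other arm DNMT1i replicates 1 and 2 with DMSO replicate 3) and another 151 (DNMT1i replicate 1 with DMSO replicates 2 and 3). With the arm lacking HaloPROTAC3 real, DNMT1i replicate 1 with DMSO replicates 2 and 3 gave 35. These splits keep a real arm's response, so they cannot show library structure. The count of 34 was 238 without DMSO replicate 3 and 0 without DMSO replicate 2 of the arm lacking HaloPROTAC3 (1698 genes at an unadjusted p below 0.05 by edgeR). It was also 12 without DMSO replicate 1 and 1 and 0 without DNMT1i replicate 1 or 2 of that arm (1478 genes at unadjusted p below 0.05 in the last), and 97, 0 and 20 without DMSO replicate 1, DMSO replicate 3 or DNMT1i replicate 2 of the HaloPROTAC3 arm (1335 at unadjusted p below 0.05 where 0 were called).

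The DNMT1i response differed between K562 and HCT116 cells for 5134 genes, among them VIM (−6.24), CTCFL (−7.12), LINC00958 (−6.93), MAGEB1 (−7.15), MAGEA1 (−9.72) and AFAP1-AS1 (−7.41), with the larger rise in HCT116, and UBE2C (6.96), with the larger rise in K562. The germline list had a median difference of −4.03 (−3.75 with groups at 0 set to the floor). Of 100 pairs of splits 3 gave at least as many genes, a share under 0.05; the highest other, 5395, kept the HCT116 arm real and put DMSO replicate 3 with DNMT1i replicates 1 and 2 in K562. The remaining one, 5136, also kept the HCT116 arm real, with DNMT1i replicate 1 and DMSO replicates 1 and 2 as the treated side in K562. As many genes were thus called with K562 split otherwise, so the count follows the HCT116 response (6229 genes in that line alone) and the share says little of the K562 arm.

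Reads outside annotated genes stood apart in 2 experiments. Their share was 3.53% ± 0.102 with DNMT1i and 2.92% ± 0.185 with DMSO in HCT116 cells, and 4.44% ± 0.0354 with dTAG-13 and 3.94% ± 0.166 with DMSO in the speckle experiment (SD, n = 3), with all treated libraries above all controls. All treated libraries lay below all controls for reads that fit several genes in HCT116 (3.65% ± 0.0694 with DNMT1i, 3.86% ± 0.169 with DMSO) and for reads with several alignments in HT-CTCF cells in DMSO (9.09% ± 0.587 with HaloPROTAC3, 10.7% ± 0.225 without). The smallest exact permutation p that 3 against 3 libraries allow is 0.1.

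The first pattern weighed is the smaller DNMT1i response with HaloPROTAC3 among the 170 genes raised without it, 147 of which had a smaller response (median interaction −0.40). Genes chosen on 2 libraries per group and measured in those left out gave a median of −0.2626 over 9 choices, from −0.1653 to −0.3622, so selection accounts for part of the size but argues against selection as the whole cause. A GC content offset left −0.2906, thinning to the lowest depth −0.4079, and 1000 lists matched on gene length, transcript length and GC content had a median of −0.0905 (lowest −0.1736), which argues against a GC or length trend or depth as the whole cause, although genes lowered by DNMT1i with HaloPROTAC3 were long (102350 against 30718 bp) and the 27 genes with a more negative interaction had long transcripts (10434 against 3209 bp). A dampened response without CTCF may be a hypothesis for these genes, but it stays open, as do selection and these trends in combination, since no second set of libraries tests the 170 genes. The list of 1861 genes from wild-type cells cannot decide it, because it responded little itself (median 0.11 without and 0.08 with HaloPROTAC3; interaction −0.04, camera p = 0.0896, 0.0143 with an estimated correlation).

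The second pattern is the fall of cytosolic ribosomal protein genes in HCT116 cells with DNMT1i (median −0.56). Lists of other genes matched on transcript length (median 958 bp against 869 bp), GC content and abundance (median log2 CPM 8.89 against 9.56) had a median of −0.08017, which argues against short transcripts or GC content as the whole cause. The lowest of 1000 such lists reached −0.2912, and since a scaling error shifts all genes alike, this argues against scaling as the cause of the list's fall relative to them, while how far absolute amounts fell stays open. A slower-growing state is a hypothesis that the design does not test. G2/M and S phase genes fell in the same libraries, but neither list passed with an estimated correlation (adjusted p = 0.349 and 0.389). The study describes little effect of the inhibitor on growth.

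The third pattern is the gene-dense surroundings of genes that fell with speckle depletion. With a GC content offset the genes called lower still had a median of 46 genes starting within 500000 bp, while lists matched on GC content had 40 (95% of them between 38 and 41, highest 42), which argues against a GC trend of the libraries as the whole cause. As a hypothesis, dependence of genes near speckles on SON and SRRM2 may account for it. The study placed most downregulated genes in the decile closest to speckles. Distance was not analysed here, and other properties of gene-dense regions stay open.

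Other splits of 3 against 3 libraries are too few (10) for a share under 0.05. The real split, itself 1 of the 10, called 982 genes in K562 with DNMT1i (highest other 0), 6229 in HCT116 (0), 653 after speckle depletion (0), 190 and 248 for DNMT1i without and with HaloPROTAC3 (1 and 0), and 1041 for HaloPROTAC3 in DMSO (0). The edgeR splits with 0 calls had up to 1584, 219, 2367, 977 and 1079 genes at an unadjusted p below 0.05, against 3046, 10313, 2686, 2544 and 3782 for the real ones in K562, HCT116, speckle depletion, DNMT1i with HaloPROTAC3 and HaloPROTAC3 in DMSO; DESeq2 was not run on other splits. For exon bins the real split called 92 in K562 (highest other 4), 1736 in HCT116 (23) and 241 after speckle depletion, where 2 of the 10 splits gave as many and the other called 686 bins. That split put dTAG-13 replicate 1 with DMSO replicates 1 and 2, and points to a structure of the speckle libraries that the treatment does not follow.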

How the results depend on the processing

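Thinning to the lowest depth, and the GC content offset for the interaction and the wild-type list, were chosen after the data were seen. Named genes were followed under DESeq2, RLE scaling, the replicate block and with each library left out, and not under the other settings. Of these 8602 values, without genes that DESeq2 gave no adjusted p, 7940 kept their direction and side of the threshold, 517 lost and 145 gained the call and none of the called values changed sign; with DESeq2 712 of 761 kept their side, with RLE scaling 828 of 834, with the block 778 and with a library left out 5622 of 6173. Of 324 values for counts and lists, 247 kept within 1.5 times or on their side, 45 were weaker and 32 stronger. The cause was not tested for any change below, except that no size limit counts more genes by construction. With no low count filter K562 gave 1184 higher and 304 lower genes, speckle depletion 509 higher and the interaction 165. With no size limit the lower genes were 326 in K562, 4426 in HCT116 and 64 at 1 day without HaloPROTAC3, with 363 higher and 324 lower genes for DNMT1i with HaloPROTAC3 and 1276 and 924 for HaloPROTAC3 in DMSO. DESeq2 gave 8 lower genes at 1 day without HaloPROTAC3, 64 higher and 69 lower with it and 141 for the interaction, and fitting only the 2 groups compared gave 13 lower genes at 1 day without HaloPROTAC3. The GC content offset gave 593 higher and 907 lower genes after speckle depletion and 161 for the interaction. Thinning gave 142 higher and 19 lower genes for DNMT1i without HaloPROTAC3, 106 and 94 with it, 567 and 389 for HaloPROTAC3 in DMSO and 43 for the interaction.

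Replicate numbers were not taken as pairs. Correlations of same-numbered libraries ran from −0.21 to 0.40 and were not all above 0.1 in any pair of groups. In the speckle experiment they were 0.08, 0.16 and 0.40, with 2 libraries closest to their own number. Between the DNMT1i groups with and without HaloPROTAC3 they were 0.097, 0.044 and 0.056, with all 3 closest to their own number, a hint from the data and not the design. A replicate block gave 837 higher and 1110 lower genes and 1335 bins there, and with the GC content offset 872 and 1053 genes, 300 lower genes in K562 and 212 for the interaction; it changed no other count of genes or bins by over 1.5 times. With the block, estimated-correlation calls ended for germline and imprinted genes in K562 (both adjusted p = 0.166) and HCT116 (0.138 and 0.271) and cholesterol synthesis genes after speckle depletion (0.258). Few residual degrees of freedom remain in these fits, so such losses decide nothing. Calls held for germline genes at 1 day without (0.000338) and with HaloPROTAC3 (0.000529) and in the difference between lines (0.0306). With the preset correlation the block ended only calls of histone genes in HCT116 (0.119) and colon epithelial genes between lines (0.183), and mitochondrial mRNAs passed in K562 (0.0402) and for HaloPROTAC3 in DMSO (0.0440).

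Of the gene lists, 2 passed with an estimated correlation in K562, 2 in HCT116, 1 each for speckle depletion, DNMT1i without and DNMT1i with HaloPROTAC3 and the difference between lines, and 0 for HaloPROTAC3 in DMSO and the interaction; fry gave 7 for HaloPROTAC3 in DMSO, 0 for the interaction and 16 for the difference between lines. The wild-type list's interaction had p = 0.0143 with an estimated correlation. Bins with a mean count of at least 50 gave 32 called in K562, 980 in HCT116 and 50 after speckle depletion, where fewer bins were tested. Matched on expression, the gene length difference of −6542 bp for genes that fell with speckle depletion lost its call. Bins in genes whose identifiers were joined could not be left out as planned, since none was tested.

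With a library left out, lower genes ranged from 112 to 392 in K562. After speckle depletion higher genes ranged from 46 to 296 and lower genes from 132 to 757. Lower genes ranged from 8 to 24 at 1 day without HaloPROTAC3 and from 61 to 139 with it, and the interaction from 0 to 238. Bins ranged from 71 to 155 in K562, 752 to 3084 in HCT116 and 90 to 389 after speckle depletion. The report names the libraries that moved these by over 1.5 times. Higher genes in K562 (621 to 1109) and HCT116 (3756 to 3946) and both counts for HaloPROTAC3 stayed within 1.5 times. The HT-CTCF libraries, the shallowest, limit what can be said of genes near 0 there.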

Other observations

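CCDC80 and MRO rose with HaloPROTAC3 in DMSO (4.66 ± 0.42 and 2.89, log2 with SE) and were among the genes lowered most by DNMT1i in its presence (−1.03 ± 0.24 and −1.01). The DMSO libraries with HaloPROTAC3 are the treated side of the first comparison and the control side of the other, so chance values alone push them in opposite directions. PEG10 rose with HaloPROTAC3 (0.87) as well as with DNMT1i at 1 day (1.17 ± 0.11 without and 0.74 ± 0.09 with HaloPROTAC3), while the imprinted genes MEST (−0.99 ± 0.11) and SGCE (−1.30 ± 0.18), the latter next to PEG10, fell with HaloPROTAC3. The oxidases TET2 (0.44) and TET3 (0.55) rose with HaloPROTAC3, and TET3 fell with DNMT1i in its presence (−0.61), with the same limit.

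Genes raised by DNMT1i differed from other tested genes in sequence properties, but not in the same way in each experiment. In K562 cells their median exonic GC content was 52.0% against 46.9% for other tested genes, 40 against 32 genes started within 500000 bp, and the genes were shorter, 15157 against 27670 bp (permutation p = 1e-05 for each, the smallest the test can give; adjusted p = 3.43e-05 over 48 tests). At 1 day without HaloPROTAC3 the higher genes had 56.4% GC against 47.7% (adjusted p = 3.43e-05) and a length of 16104 against 31272 bp (adjusted p = 0.00301). With HaloPROTAC3 present they were shorter too, 18210 against 31180 bp (adjusted p = 0.0211), while their GC content of 49.4% against 47.8% did not pass (adjusted p = 0.251). In wild-type HCT116 cells the higher genes were instead slightly longer, 30314 against 28181 bp (adjusted p = 0.0468) and had 48.8% GC against 47.7% (adjusted p = 3.43e-05). Genes raised by HaloPROTAC3 in DMSO were longer than others, 45346 against 30561 bp (adjusted p = 3.43e-05). These tests are across genes, which are not independent replicates.

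The number of genes lower after 1 day of DNMT1i without HaloPROTAC3 was 20 here. That is higher than the value quoted from the study above. With DESeq2 the count was 8, and by edgeR it ranged from 8 to 24 with a library left out.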
